A study of Mus musculus with 4 samples. Its data were reported in "Reduced PAK1 activity sensitizes FA/BRCA-proficient breast cancer cells to PARP inhibition" (2016).

How the data were processed

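Total RNA from 4 samples of mouse mammary tumour cells was measured on a single-colour (Cy3) Agilent mouse array with 60-base probes. The cells came from tumours of MMTV-Neu mice, in which the mammary tumour virus promoter drives the Neu (Her2, gene Erbb2) oncogene. Per the labels, 2 samples were Pak1−/− and 2 were Pak1+/+, and all had been serum starved for 3 h and stimulated with EGF for 15 min before harvest. The series design states that each group came from separate tumours, so the 2 samples of a group were treated as its replicates. All 4 arrays lay on 1 slide and were scanned in 1 scan, so there was no slide or scan term to fit. The arrays labelled Pak1−/− occupied positions 1 and 2 of the slide and the arrays labelled Pak1+/+ positions 3 and 4, so that position and genotype cannot be told apart. Human cell samples of the same study were not analysed here.

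Per the file headers, the deposited scanner files hold linear spot intensities made with Feature Extraction 9.5.3.1: the mean pixel intensity of each spot, the median of its local background, a background-subtracted processed intensity, and flags for spots that are saturated, well above background or outliers. These values had not been normalized between arrays. The authors also deposited a table of log2 values of the same arrays, which their methods describe as normexp background corrected and quantile normalized. That table held values in 24008 of 39485 rows. The values tracked those computed here from the scanner files (lowest r across probes 0.9998, with genes not being independent replicates), and the SD of the difference was 0.0748 log2 with an offset of 50 and 0.273 without one. The offset was not stated. The rule that left the other 15477 rows empty was not stated either. None of the rows with values was dim on all 4 arrays, while 5382 of the empty rows were well above background on at least 1 array.

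The main values were computed from the scanner files by the steps the study's methods name. Background was corrected with normexp in limma 3.58.1 (R 4.3.3) on all spots, with an offset of 50. Control spots were then left out, and the 43020 remaining spots were put on the log2 scale and quantile normalized. Spots with an outlier flag were set aside, and the spots of each of the 39429 probes were averaged. A probe counted as well above background on an array when most of its spots did. Probes well above background on at least 2 of the 4 arrays, whatever their group, were kept (27229 probes, 69.1%). The groups were compared with lmFit and eBayes of limma (moderated test, two-sided, genotype as the only term) and p-values were adjusted over the probes kept by the Benjamini-Hochberg method, with a threshold of 0.05. The offset, the filter and the adjusted threshold were set here, since the methods state no offset and no filter and do not state an adjusted threshold for the arrays. With 2 residual degrees of freedom, the shared prior added 2.62. An exact permutation test of 2 samples against 2 cannot give a p below 0.333, so no single probe was tested that way. The number of arrays limits the precision of every value. The raised intensity that the offset adds understates the change of dim probes.

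A probe not well above background on both arrays of a group has only a bound there. For such probes the ratio is given as "at least N-fold": the mean of the brighter group over its arrays, against the mean in the dimmer group of the higher of the probe's own value and the lowest value of any probe well above background on that array, all on the normalized log2 scale.

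Probes were named through their RefSeq accession in a table of the GRCm38.p6 assembly, used for names and neighbours only: 26055 of 32334 probes with an accession matched. The others kept the name in the file, and older names of list genes were replaced by the list's symbol. Probe coordinates are those of the files, on mm9 (NCBI37). Where a gene had several probes, the brightest over the 4 arrays stood for it, and probes of named genes that disagree are mentioned.

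Gene lists were written from general knowledge before the data were examined: FA/BRCA (28 genes), other homologous recombination genes (25), proliferation (44), immediate early genes (21), NF-κB targets (23), luminal epithelial (19), basal epithelial (15) and mesenchymal (20) markers, together with other PAK genes and sex-linked genes, which were taken 1 by 1. A list's shift is the median log2 fold change of its genes. It was tested with camera at its preset correlation of 0.01, two-sided, adjusted over the 8 lists, and set beside 10000 random lists of as many genes matched on mean expression. Further lists (interferon response, leukocyte, abundant fibroblast transcripts, and the FA/BRCA genes transcribed mainly in cycling cells) were written after the main results were known.

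Named genes followed a rule fixed before the data were examined: Pak1; Fancd2, Fanci and every FA/BRCA list gene past the threshold; Erbb2; the PAK and sex-linked genes; the 5 largest increases and 5 largest decreases among probes past the threshold that were well above background on all 4 arrays with groups that did not overlap; and in each direction the 3 largest lower bounds on the fold. Clone, LOC, Gm and Rik names were passed over. Some genes that meet the rule are not reported here by name and are left out of the figure of single genes, while the counts and list values include them.

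The procedure was tested on data simulated from the real probe means (27215 probes). The spread of each probe was drawn from the prior that limma fitted to the comparison of Pak1−/− with Pak1+/+ samples, with independent normal noise. The simulated data therefore met the assumptions of the test by design. Of 200 probes changed by known folds, 72.0% of those changed 2-fold and 96.0% of those changed 4-fold were recovered, with 4.55% false calls and none of the wrong sign. Far more probes changed in the real data, so these recoveries may not carry over. In a second run with many probes changed at once, 2.23% of the calls were false. The camera test gave p under 0.05 in 5.00% of 200 unshifted simulated lists. Those lists were drawn at random from independent probes, so this does not test lists of correlated genes.

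The alternatives fixed before the data were examined were normexp without an offset, the processed intensity scaled to the 75th percentile or quantile normalized, 75th percentile scaling or cyclic loess after normexp, the authors' deposited log2 values, no filter, a filter on all 4 arrays, an intensity trend with a robust prior, outlier spots kept, the replicate number as a block, each sample left out in turn, other thresholds, and for the lists fry, camera with an estimated correlation, and the mean over all probes of a gene. One alternative was added after the data were seen: 178 probes with an Ensembl name were also named through the RefSeq protein accession in their description. No probe carried the name of the list gene Rad51c without that step. Figures were drawn with matplotlib 3.10.9.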

Results

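Gene expression was measured in tumour-derived breast cancer cells from MMTV-Neu mice to find the genes that differ between cells with and without the p21-activated kinase Pak1. The 4 samples formed 2 groups of 2, labelled Pak1−/− and Pak1+/+, and all cells had been treated with EGF for 15 min after 3 h without serum. The median spot intensity was 328 and 331 on the arrays labelled Pak1−/− and 330 and 322 on those labelled Pak1+/+, over a median local background of 39.0 to 42.0. The signal was well above background for 70.4% and 68.2% of the 39429 probes in the first group, and for 67.7% and 62.2% in the second.

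Pak1 itself was examined first, since it checks the labels. The array carried 1 probe named Pak1 (A_52_P663600, mm9 chromosome 7, 105060220 to 105060279). It was well above background on all 4 arrays, with a normalized log2 intensity of 12.23 ± 0.03 (SD, n = 2) in the arrays labelled Pak1−/− and 12.04 ± 0.002 (SD, n = 2) in those labelled Pak1+/+. The difference of 0.19 (SE 0.07) did not pass the threshold in limma (adjusted p = 0.070). The probe was therefore not lower in the arrays labelled Pak1−/−, and the arrays on their own do not tell which group lacks the gene. Every direction below is given by the labels. Cyclic loess normalization moved the value most, to 0.27 (adjusted p = 0.027, with a range of 0.027 to 0.24 over the alternatives). Erbb2 was read by a probe placed at the mouse gene (chromosome 11, 98298103 to 98298162). Whether this probe also detects the Neu transgene was not tested. Its value was 11.93 ± 0.03 against 12.23 ± 0.03 (SD, n = 2 each), lower by 0.31 log2 in the arrays labelled Pak1−/− (SE 0.07, adjusted p = 0.020 in limma). That call did not hold when 1 of 3 of the samples was left out: without Pak1−/− replicate 1 the adjusted p was 0.066, and without Pak1+/+ replicate 1 or 2 it was 0.11 and 0.079 (range 0.012 to 0.11 over the alternatives).

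**Figure D1:**
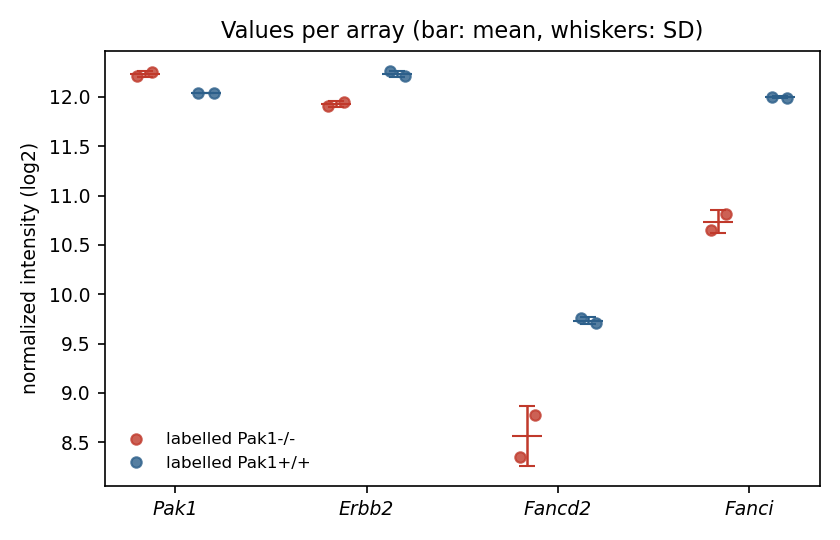
Normalized log2 intensity (vertical axis) of Pak1, Erbb2, Fancd2 and Fanci on each of the 4 arrays, with points for arrays, bars for group means and whiskers for SD (n = 2). Pak1 sits at 12.23 and 12.04 in the groups labelled Pak1−/− and Pak1+/+, while Fancd2 and Fanci are lower in both arrays labelled Pak1−/−.

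The replicates of each group were close to each other. Across the probes kept, r was 0.997 within each group and 0.954 to 0.959 between arrays of different groups (genes are not independent replicates). The median absolute difference was 0.11 log2 between the 2 arrays labelled Pak1−/−, 0.083 between those labelled Pak1+/+ and 0.33 between the group means.

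The first question was how many transcripts differ between the groups. Of 27229 probes tested, 14132 (51.9%) passed an adjusted p of 0.05 in limma, 6349 higher and 7783 lower in the arrays labelled Pak1−/−. The groups did not overlap for 78.2% of the probes with 4 values, against 33.3% by chance. Of the probes past the threshold, 3413 changed at least 2-fold (1889 higher and 1524 lower) and 374 at least 8-fold (255 higher and 119 lower). The median absolute change among the probes past the threshold was 0.62 log2. At gene level, 5022 genes were higher and 6201 lower of 22013. Adjusted p under 0.01 moved the count to 8878, and an added 2-fold requirement moved it to 3413. The other alternatives that used all 4 samples and kept the adjusted threshold at 0.05 gave 11831 to 14657 probes.

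The largest increases among probes measured on all 4 arrays were those of Oas2 (chromosome 5, 121180343 to 121180402), Ifit3, Ifit1, Oas1a and Usp18, all interferon response genes. Oas2 reached 15.53 ± 0.16 in the arrays labelled Pak1−/− and 7.52 ± 0.03 in those labelled Pak1+/+ (SD, n = 2 each), a log2 difference of 8.01 (SE 0.10, adjusted p = 4.2e-05). The differences of Ifit3, Ifit1, Oas1a and Usp18 were 7.66, 7.25, 7.22 and 7.13, each with an adjusted p of at most 0.00011. The largest decreases were those of Klk10 (−7.36, chromosome 7, 51039077 to 51039720), Klk14 (−6.23), Flvcr2 (−6.03; named Mfsd7c on the array), Kcne3 (−5.76) and Sema3b (−5.45), each with an adjusted p of at most 0.00031. Klk10 was 9.67 ± 0.46 against 17.02 ± 0.33 (SD, n = 2 each). Among probes that were not well above background in 1 group, 973 were bright only in the arrays labelled Pak1−/− and 207 only in those labelled Pak1+/+. Most of these were close to background: the median bound was 1.27-fold and 2.21-fold, and 53 and 26 had a bound of at least 8-fold. The lowest value of any probe well above background averaged 6.87 log2 on the arrays labelled Pak1+/+ and 6.62 on those labelled Pak1−/−. Detection therefore differed between the groups, and the counts of 973 and 207 cannot be read as a difference in direction. Among the largest bounds were those for Scube1 (at least 215-fold), Ifit3b (at least 153-fold) and Odam (at least 135-fold), higher in the arrays labelled Pak1−/−, and for Alkal2 (at least 115-fold) and Cdkn2b (at least 95.5-fold), lower in them.

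Genes of the Fanconi anemia (FA)/BRCA pathway, which repairs DNA cross-links and which the study followed further, were examined as a list. Of the 28 genes of the FA/BRCA list, 27 had a named probe and all 27 were well above background on all 4 arrays. In limma 17 were lower and 6 higher in the arrays labelled Pak1−/−, and 4 (Wdr48, Usp1, Rfwd3 and Mad2l2) did not pass the threshold. Adjusted over the list alone, 19 were lower and 6 higher. The groups did not overlap for 26 of the 27 genes. The count of higher genes fell to 3 without Pak1−/− replicate 2 and to 2 without Pak1+/+ replicate 2, while the count of lower genes stayed between 15 and 19 under every alternative. Fancd2 (chromosome 6, 113541170 to 113541229) was 8.56 ± 0.30 in the arrays labelled Pak1−/− and 9.73 ± 0.04 in those labelled Pak1+/+ (SD, n = 2 each), a difference of −1.17 (SE 0.16, adjusted p = 0.0041). Fanci (chromosome 7, 86595076 to 86595135) was 10.74 ± 0.11 against 11.996 ± 0.0087 (SD, n = 2 each), a difference of −1.26 (SE 0.08, adjusted p = 0.00068). Both calls held under all alternatives. The largest decrease was that of Fancm (−1.48), and other decreases were those of Brca2 (−1.26), Fancb (−1.10), Brca1 (−1.09), Faap24 (−1.07), Fancf (−0.90), Ube2t (−0.83), Brip1 (−0.83), Fanca (−0.82), Palb2 (−0.76), Xrcc2 (−0.73), Faap100 (−0.67), Fancl (−0.61) and Fance (−0.25). The higher genes were Ercc4 (0.73), Fancc (0.73), Fancg (0.55), Fan1 (0.47), Faap20 (0.34) and Slx4 (0.28). The other probe of Faap20 pointed the same way but did not pass the threshold in limma (0.18, adjusted p = 0.15). Fan1 is uncertain, since a second probe of it was lower (−0.51, adjusted p = 0.016) and another of its probes, not past the threshold, pointed the same way (−0.25, adjusted p = 0.11). The calls of Fance, Slx4, Faap20, Palb2, Fan1 and Fancg held under 5, 9, 11, 11, 12 and 14 of 15 alternatives, and those of the other 17 genes under all 15. The value of Palb2 moved to −0.46 without Pak1−/− replicate 1 and to −1.05 without Pak1−/− replicate 2.

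**Figure D2:**
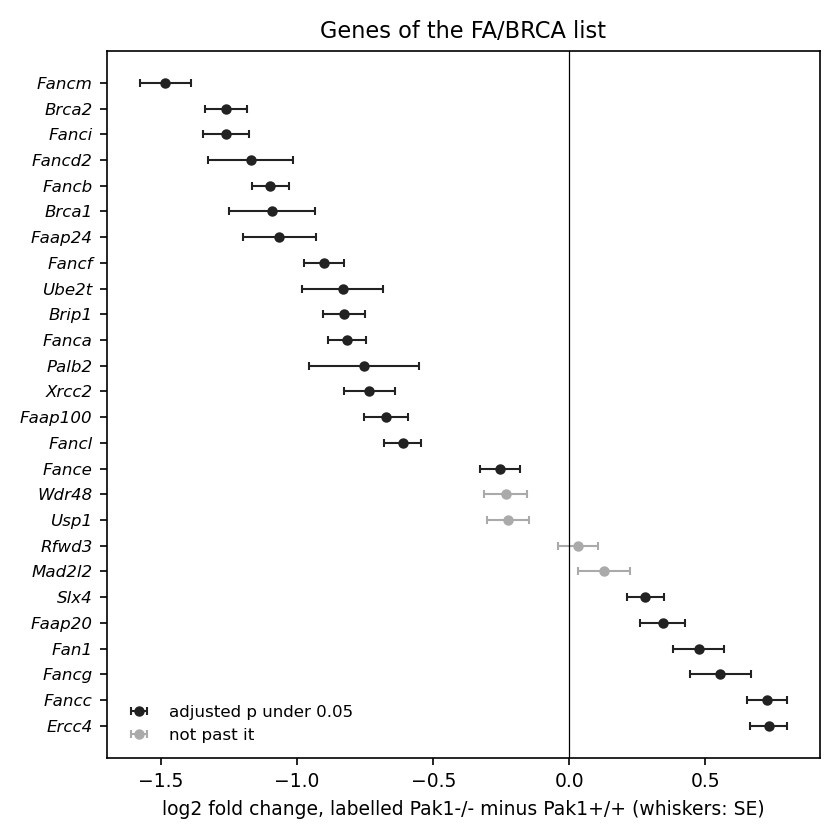
Log2 fold change of genes of the FA/BRCA list (horizontal axis, arrays labelled Pak1−/− minus those labelled Pak1+/+; whiskers show SE, n = 2 per group). Dark points passed an adjusted p of 0.05, and most of them lie below 0, from −1.48 (Fancm) to −0.25 (Fance), with 6 above it.

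As a list, the FA/BRCA genes had a median log2 fold change of −0.73 and a mean of −0.48 (camera adjusted p = 0.011). None of 10000 random lists matched on expression had a median as low, and 95% of them lay between −0.31 and 0.16. The median ranged from −0.80 to −0.63 over the alternatives. The list also passed under fry (adjusted p = 0.010) but not under camera with a correlation estimated from the data (adjusted p = 0.39, with a range of 0.0023 to 0.39 over the alternatives). In that setting none of the 8 lists passed, while fry gave the same calls as camera for all 8. The addition of a probe described as Rad51c, chosen after the data were seen, moved the median to −0.70 and the count of lower genes to 18.

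Other lists were tested to see whether the change was particular to this pathway. The other homologous recombination genes had a median of −0.52 (camera adjusted p = 0.00057; 19 lower and 2 higher of 25). The proliferation genes were lower still, with a median of −0.87 (adjusted p = 2.1e-06; 33 lower and 0 higher of 42 at the adjusted threshold in limma). The NF-κB target list was higher in the arrays labelled Pak1−/− (median 0.41, adjusted p = 0.00029; 12 higher and 2 lower of 22), though its median was 0.21 with the filter on all 4 arrays and 0.28 without a filter. Also higher were the basal epithelial (1.13, adjusted p = 3.1e-05; 10 higher and 0 lower of 13) and mesenchymal lists (1.45, adjusted p = 0.0010; 8 higher and 1 lower of 13). With 2 genes that were dim in 1 group set at their bound, the mesenchymal median was 1.12. Without the filter on dim probes, which adds 7 genes to that list, its median was 0.044 (adjusted p = 0.0026, with a range of 9.7e-10 to 0.39 over the alternatives). The luminal genes went both ways (7 higher and 3 lower of 19), with a median of 0.023 that did not pass (adjusted p = 0.79). The immediate early genes had a median of 0.63 that did not pass (adjusted p = 0.26; 12 higher and 5 lower of 21), and passed without Pak1−/− replicate 2 (0.91, adjusted p = 0.022, with a range of 0.022 to 0.54 over the alternatives).

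**Figure D3:**
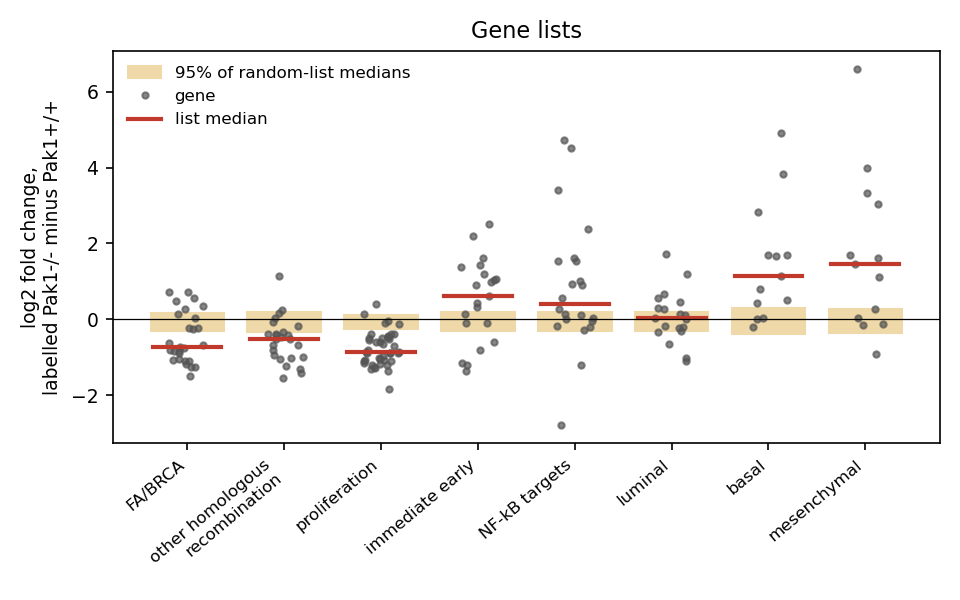
Log2 fold change (vertical axis, arrays labelled Pak1−/− minus those labelled Pak1+/+) of the genes of 8 lists, with 1 point per gene. Red lines mark list medians and shaded boxes the central 95% of medians of 10000 random lists matched on expression, and only the luminal median (0.023) lies inside its box.

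Among the other p21-activated kinases, Pak6 was higher in the arrays labelled Pak1−/− (0.91, SE 0.08, adjusted p = 0.0012) and so was Pak3 (0.42, SE 0.07, adjusted p = 0.0090), which lost its call without Pak1+/+ replicate 1 (0.38, adjusted p = 0.057, with a range of 0.0048 to 0.057 over the alternatives). Pak4 (−0.17) did not pass the threshold, except after 75th percentile scaling of the normexp values (−0.32, adjusted p = 0.025, with a range of 0.025 to 0.56 over the alternatives). Pak2 (0.017) and the 2 tested probes of Pak7 (−0.023 and −0.11) did not pass the threshold, and the sign of Pak2 and of the first Pak7 probe changed with the scaling. Another Pak7 probe, well above background only on the first array labelled Pak1−/− (8.07, against 6.14 to 6.26 on the others), was not tested. The 2 probes of Xist were lower by 0.81 and 0.71 log2 in the arrays labelled Pak1−/− (adjusted p = 0.012 and 0.014), at log2 intensities of 11.63 to 14.17 on single arrays. Ddx3y, Kdm5d, Eif2s3y and Uty, which lie on the Y chromosome, were not well above background on any array.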

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

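The naming of probes through protein accessions was tried only after the results had been seen, and every other alternative was set before the data were examined. The count of 14132 probes became 8878 at an adjusted p under 0.01 and 3413 with an added 2-fold requirement, since both are stricter. It was 15942 without adjustment and 10307 to 12164 in leave-one-out fits, in which the lone sample of a group was taken to vary like the other group. No probe called both in the main setting and in another one changed sign. The share of called probes that were higher moved most under cyclic loess, from 44.9% to 52.4%.

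The replicate numbers do not pair the samples by their labels. With the replicate number as a block (replicate block), 13211 probes passed, and the differences between replicates of the 2 groups were not correlated (r = −0.028 across probes, genes not being independent replicates). The immediate early list passed with that block (0.63, adjusted p = 0.049, range 0.022 to 0.54 over the alternatives), and its leave-one-out values ran from 0.42 to 0.91. The cause was not tested.

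Pak1 passed only under cyclic loess (0.27). Camera with an estimated correlation left the medians as they were (−0.73 for FA/BRCA, −0.52 for homologous recombination, −0.87 for proliferation, 0.41 for NF-κB, 1.13 for basal and 1.45 for mesenchymal genes) but none of these lists then passed. That correlation rests on 2 residual degrees of freedom. The luminal median changed sign with the mean over the probes of a gene (−0.041), and its leave-one-out values ran from −0.085 to 0.087. Leave-one-out counts of higher FA/BRCA genes were 2 to 4, where 6 were counted with all samples. With all samples, the count was also lower with the processed values scaled to the 75th percentile (4) and with the replicate block (5), so the number of samples is not the only cause, and the cause was not tested.

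Of the single probes not past the threshold, Pak2 changed sign under 75th percentile scaling of the processed (−0.041) and normexp (−0.027) values, with leave-one-out values from −0.085 to 0.12. A Pak7 probe changed sign with the processed values scaled to the 75th percentile (0.0037) and under cyclic loess (0.024), with leave-one-out values from −0.060 to 0.013. The other Pak7 probe ran from −0.23 to 0.016 in leave-one-out fits. The cause was not tested. Over the single genes other than Pak1, 600 values kept direction and side of the threshold, 32 lost the threshold and 1 gained it, 18 lower bounds moved and 8 values changed sign.

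Signal over background limits 875 of the probes past the threshold, which were dim on both arrays of a group, so that their fitted change depends on the offset.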

Other observations

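The tests of other splits, of cycling genes, of the Pak1 probe and labels, of the order of genes along chromosomes, of the likeness of the arrays in a group, of probe GC, of leukocyte and fibroblast transcripts and of Mtap were chosen only after the result was seen, as were the interferon, leukocyte, fibroblast and cycling lists.

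Chance as the source of the grouping cannot be excluded by a count of splits. Only the real 1 of the 3 splits of the 4 samples gave as many probes past the threshold in limma, and the other splits gave 0 each (67 and 64 at an unadjusted p under 0.05), but 3 splits are too few. Slide position follows the same split. The arrays of a group were also nearly alike: 1 and 3 probes differed at least 8-fold within the groups labelled Pak1−/− and Pak1+/+, and 374 between the group means. This may reflect 2 samples of 1 cell line per group. A strong genotype effect could set the groups apart, but would not by itself make the arrays of a group alike. How alike separate tumours would be was not measured, so 1 line and separate tumours cannot be told apart here. With 1 line per group, differences between single tumours would appear as genotype differences. The limma p-values would then not measure the spread between tumours.

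The Pak1 probe stood at 12.23 in the arrays labelled Pak1−/−, which argues against a knockout that removes the probed part of the transcript, unless the probe detects no Pak1 RNA in either group, which was not tested. A transcript that remains without making protein stays open. An exchange of labels would not account for a remaining signal, since the probe was well above background in both groups, and whether the labels were exchanged cannot be told apart with a difference of only 0.19.

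The lower FA/BRCA list was weighed against slower proliferation. The 10 FA/BRCA genes transcribed mainly in cycling cells had a mean of −0.96 ± 0.31 (SD across genes) and the 17 others −0.20 ± 0.68, a difference of −0.76 (two-sided permutation p = 0.0031 over 100000 resamples, across genes, which are not independent replicates). Of the cycling genes 9 were lower, and of the others 8 were lower and 6 higher. The proliferation list, which shares 0 genes with the cycling list, fell by more than the FA/BRCA list as a whole. A difference in growth may therefore contribute, but it cannot be told apart from a direct effect on the pathway, because the cycling list was written with the values known and growth was not measured here. Subtracting chromosome medians left a list median of −0.55 (random lists −0.25 to 0.20), which argues against chromosome-wide shifts as the whole cause. The trend of log2 fold change on probe GC, fitted over 22013 genes, was at most 0.036 in size at the genes of this list, too small to give its median.

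All 26 genes of the interferon response list were higher in the arrays labelled Pak1−/−, with a median log2 fold change of 6.14. Of the 26 genes, 23 were well above background on both arrays labelled Pak1+/+. None is in another list, but the list was written later, so this does not make the other list shifts independent of it. The NF-κB target list (12 genes higher and 2 lower of 22) had its largest increases at Cxcl10 (4.72) and Ccl5 (4.52). Whether these 2 follow the interferon response was not tested. Contaminating leukocytes would bring their own transcripts, but of 16 leukocyte genes the 9 bright enough to be tested had a median difference of −0.20, with 0 higher and 4 lower in limma, and of the 7 others Lyz2, Tyrobp and Laptm5 were not well above background on any array. The trend on probe GC was at most 0.030 in size at these genes. The median was at least 6.06 under 5 other scalings and background corrections. A standing interferon response in the cells labelled Pak1−/− is a hypothesis that may be a property of the cell lines or the genotype, which these 4 arrays do not separate. Slide position follows the groups and is not excluded, but the median absolute difference of these genes between the neighbouring positions of a group was only 0.12 log2 (labelled Pak1−/−) and 0.23 log2 (labelled Pak1+/+).

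For the mesenchymal list, contaminating fibroblasts were weighed. Of 5 abundant fibroblast transcripts, all of them in the list, 4 were not higher: Col3a1, Dcn and Lum were not well above background on any array, and Col1a2 differed by 0.025. Col1a1 was higher by 1.12. This argues against fibroblasts as the main source. A change of cell state may remain, and was not tested.

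Chromosomes differed in their median log2 fold change, from −0.24 (chromosome 12) to 0.19 (chromosome 4). The SD of the 20 medians was 0.128, and the largest of 1000 shuffles of genes over chromosomes gave 0.0291. The chromosome medians of the trend on probe GC had an SD of only 0.0114. Between the arrays of a group it was at most 0.0130, which argues against differences between single arrays. Differences in chromosome copy number between the lines could give such shifts and were not tested.

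A segment of another strain around a knocked-out gene could change its neighbours. Within 5 Mb of the Pak1 probe, 47.2% of 127 genes passed the threshold, against a median of 50.4% over 160 windows of as many genes, and 71.3% of the windows were as high. A segment cannot be told apart from none here, since more than 50% of all probes changed.

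Among the genes of chromosome 4 next to each other, singled out after their values were seen, Cdkn2a was at least 26.0-fold lower (at least 2.95-fold by its other probe) and Cdkn2b at least 95.5-fold lower (at least 28.8-fold by its other probe) in the arrays labelled Pak1−/−, where no probe of either was well above background. Loss of a segment that also holds the next gene Mtap is argued against, since Mtap was higher by 1.78 log2 (SE 0.07, adjusted p = 0.00018). A smaller loss, or silencing, may remain and was not tested.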
